# The transcriptome of mouse central nervous system myelin

**DOI:** 10.1038/srep25828

**Published:** 2016-05-13

**Authors:** Sudhir Thakurela, Angela Garding, Ramona B. Jung, Christina Müller, Sandra Goebbels, Robin White, Hauke B. Werner, Vijay K. Tiwari

## Abstract

Rapid nerve conduction in the CNS is facilitated by insulation of axons with myelin, a specialized oligodendroglial compartment distant from the cell body. Myelin is turned over and adapted throughout life; however, the molecular and cellular basis of myelin dynamics remains elusive. Here we performed a comprehensive transcriptome analysis (RNA-seq) of myelin biochemically purified from mouse brains at various ages and find a surprisingly large pool of transcripts enriched in myelin. Further computational analysis showed that the myelin transcriptome is closely related to the myelin proteome but clearly distinct from the transcriptomes of oligodendrocytes and brain tissues, suggesting a highly selective incorporation of mRNAs into the myelin compartment. The mRNA-pool in myelin displays maturation-dependent dynamic changes of composition, abundance, and functional associations; however ageing-dependent changes after 6 months were minor. We suggest that this transcript pool enables myelin turnover and the local adaptation of individual pre-existing myelin sheaths.

The biogenesis of myelin has long been viewed as a purely developmental process. Indeed, myelin is one of the most long-lived structures of the rodent brain^1^. However, the finding that several myelin proteins display a half-life of about 6 months indicates that myelin is indeed turned over in normal brains, though slowly. Utilizing the fallout of nuclear bomb tests in the 1950s and 1960s as a global labeling pulse, the normal turnover of oligodendrocytes and myelin has also been assessed in the human brain by quantifying the levels of the carbon isotope ^14^C in autopsy material from deceased subjects^2^. In the analyzed white matter tract (the corpus callosum), a continuous but very slow turnover of oligodendrocytes was observed. Indeed, nearly all white matter oligodendrocytes are born in the first five years of human life and afterward turned over remarkably slowly. However, the turnover rate of myelin was considerably higher than what would be predicted if entirely owing to the replacement of old myelin sheaths by adult-born oligodendrocytes. Together, this has suggested that existing oligodendrocytes remodel their myelin over time. Compared to the corpus callosum, the turnover of oligodendrocytes is higher in the grey matter of the human brain^2^, suggestive of region-dependent myelin changes that may also account for the formation of new myelin sheaths by adult-born oligodendrocytes in the rodent optic nerve^3^. Additional to what is required for normal myelin turnover, adult myelination by existing mature oligodendrocytes can be triggered by cellular stimuli that induce a net growth of pre-existing myelin sheaths^4^,^5^.

Myelin growth occurs at ‘myelin sheath assembly sites’ (MSAS)^6^, necessitating the presence or biogenesis of future myelin constituents in the non-compact compartments of myelin, which are connected to their distant oligodendroglial cell bodies by tenuous cellular processes. Indeed, two major routes of future constituents into myelin have been identified. First, future myelin membrane can be transported in vesicles^7^, which is slow owing to the long distance from the oligodendrocytic cell body to the myelin sheath and further limited by the closure of myelinic channels through compact CNS myelin coinciding with its maturation^8^. Secondly, myelin constituents can be synthesized by local translation, i.e. at MSAS in non-compact myelin. This was shown for Myelin Basic Protein (MBP)^9^, an abundant structural myelin protein^10^ that is rate-limiting for CNS myelination^11^,^12^. By associating with and thereby neutralizing membrane phospholipids^13^,^14^,^15^, MBP allows the close approximation of adjacent myelin membrane surfaces^16^. Indeed, oligodendrocytes lacking MBP fail in the formation of compact CNS myelin, e.g., in *Mbp*^*shiverer*^ mice^17^,^18^. The trafficking of *Mbp*-mRNA along microtubules into oligodendroglial processes^19^,^20^ and the inhibition of its premature translation are tightly controlled by a multitude of factors contained in transport granules^21^,^22^,^23^. Consequently, *Mbp*-mRNA has been found at MSAS^24^ and enriched in biochemically purified myelin compared to brain lysates, along with transcripts encoding the unrelated myelin-oligodendrocyte basic protein (MOBP) and ferritin heavy chain (FTH1)^6^.

Considering that the turnover and adaptation of myelin require the availability and selective incorporation of many more proteins into the future myelin sheath we sought to systematically determine by RNA-Sequencing (RNA-Seq) the mRNAs present in CNS myelin. Surprisingly, we find that adult CNS myelin comprises an unexpectedly large number of mRNAs. Developmentally, the myelin transcriptome reaches maturity by six months of age. According to functional genomic analysis, myelin is enriched for mRNAs encoding myelin proteins, components of the translational machinery, and molecules required for protein transport and localization.

## Results

### Purified myelin is enriched for myelin markers both at the protein and transcript level

We have biochemically enriched myelin from mouse brains by sucrose density gradient centrifugation (Fig. 1A), reproducibly yielding a myelin fraction enriched for classical marker proteins of both the compact (PLP, MBP) and the non-compact compartments of myelin (CNP, SIRT2) (Fig. 1B)^25^,^26^,^27^. In contrast, marker proteins for the oligodendroglial nuclear/cytoplasmic compartment (OLIG2), astrocytes (GFAP), microglia (AIF1), neurons (GPM6A, TUBB3), and mitochondria (VDAC) were reduced in purified myelin compared to brain lysates (Fig. 1B). When subjecting purified myelin to RNA isolation, reverse transcription, and qRT-PCR, the abundance of the myelin-related mRNAs *Mbp, Mopb,* and *Fth1* was strongly increased compared to brain lysates (Fig. 1C), in agreement with a previous report using Northern blots^6^. Importantly, transcripts specific to neurons (*L1cam, Syt1, Kcn4*), astrocytes (*Hgf, Itga7, Slc4a4*) or microglia (*Itgam, Tgfb1, Tlr7*) were diminished in myelin compared to brain lysate according to qRT-PCR analysis (Fig. 1C). Together, both myelin proteins and myelin-related transcripts are strongly enriched in biochemically purified myelin.

### The myelin transcriptome displays a distinct composition

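Myelin is the stack of membrane layers that oligodendrocytes wrap around axons. It was purified from the brains of male c57Bl6/N mice at 6 months of age, and the RNA of 3 mice was sequenced as 3 libraries on an Illumina instrument. The authors aligned the reads to the mouse genome build mm9 with TopHat, counted the reads on each gene with HTSeq, and divided the counts of each library by a size factor from DESeq. The deposited values are these normalized read counts for 21937 genes. Each value is a whole multiple of what 1 read is worth in its library, so the number of reads behind it could be recovered for 100% of the values. At 6 months 1 read was worth a normalized count of 0.812, 0.888 and 0.973 in replicates 1, 2 and 3. The libraries held 26696594, 27214385 and 22802169 reads on genes, and at least 1 read was found on 17189, 17081 and 17077 genes. Mbp took 5.14%, 8.48% and 5.34% of these reads, and the 10 most abundant genes of each library took 10.4%, 15.7% and 11.4%. Abundance is given as the mean normalized read count ± SD over the 3 libraries. It was not divided by transcript length, so a long transcript collects more reads than a short transcript present in as many molecules, and ranks between genes depend on length. Genes that overlap another gene or have near-identical copies could have lost or shared reads in the counting, and their values are uncertain to that extent.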

To determine the composition of the entire mRNA-pool present in CNS myelin, we performed RNA-Seq on myelin extracted from three individual mouse brains (male c57Bl6/N, age 6 months) (Supplementary Table 1). We observed a very strong replicate correlation (Fig. S1A,B). 

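Pearson's r between pairs of the 3 libraries at 6 months was 0.993 to 0.994, computed on log2(normalized read count + 1) across the 14634 genes with a mean of at least 10 over the libraries of all ages. Genes are not independent replicates, so r describes how similar the profiles are. Over the pairs of replicates of all ages the median was 0.993. The alternative that moved it most was Spearman's rank correlation, with a median of 0.996 over the same pairs. The libraries come from separate mice, so a spread above the sampling noise of their reads was certain beforehand. A chi-square of the reads describes its size. It was 51.2 per gene for replicates 1 and 2, 20.5 for replicates 1 and 3, and 30.6 for replicates 2 and 3, where sampling noise alone gives 1.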

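In the GENCODE annotation of the genome assembly NCBIM37 (mm9), Mbp lies on the plus strand of chromosome 18 from 82644538 to 82755029. Its annotated transcripts merge into 13 exons, and the ribosomal protein pseudogene Rpl21-ps8 overlaps its span. The normalized read count of Mbp at 6 months was 1449343 ± 519810 (SD, n = 3 mice), the highest of all genes. Fth1, which encodes the ferritin heavy chain, lies on the plus strand of chromosome 19 from 10057193 to 10059582, with 4 merged exons. Its normalized read count was 537021 ± 160528 (SD, n = 3), rank 2 of all genes. Ferritin genes have near-identical copies, so reads of Fth1 could have been lost or shared in the counting. Mbp was higher than Fth1 in each of the 3 libraries, with 1114065, 2048136 and 1185829 against 366269, 684863 and 559930 normalized read counts. Both varied between the replicates by about the same factor, with the highest values in replicate 2. The values are totals per gene. How the reads are spread over exons and introns was not analysed here.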

The reads reproducibly mapped to the exons of selected myelin-related genes (Fig. 2A,B and Fig. S1 D–O), indicating that indeed mature transcripts were detected. However, the abundance of transcripts ageencoding for microglial, neuronal and astrocytic marker genes was very low (Fig. 2C–E), implying the detection of myelin-specific transcripts with low contamination by transcripts originating from neighboring cells.

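Itgam, a microglial marker on chromosome 7 of NCBIM37 from 135206154 to 135271674 with 31 merged exons, had a normalized read count of 333 ± 39.6 (SD, n = 3) at 6 months. Kcna4, a neuronal potassium channel gene on chromosome 2 from 107130796 to 107138659 with 3 merged exons, had 623 ± 70.2. Itga7, an astrocytic marker on chromosome 10 from 128370869 to 128395333 with 27 merged exons, had 258 ± 10.8, and its span is overlapped by Mettl7b and a U6 gene. These values rest on 311 to 465, 621 to 862 and 253 to 329 reads per library. They were 0.023%, 0.043% and 0.018% of the value of Mbp, and the genes ranked 8453, 6196 and 9199 among the 21937 genes. In each library all 3 were above a normalized read count of 100. The other transcripts that were tested by qRT-PCR spanned a wide range. Among the neuronal ones, Syt1 had 19472 ± 2226 and L1cam, whose span is overlapped by Arhgap4 and Avpr2, had 2033 ± 246. Among the astrocytic ones, Slc4a4 had 5193 ± 203 and Hgf 29.2 ± 15.0, the latter from 15 to 53 reads per library. Among the microglial ones, Tgfb1 had 61.3 ± 11.7 and Tlr7 58.1 ± 1.02. Over longer lists of marker genes written before the data were examined, 17 of 17 neuronal markers were above 100 and 14 were among the 1000 most abundant genes, with a median of 10540. Of 12 astrocytic markers, 11 were above 100 and 7 among the 1000 most abundant, with a median of 5526. Of 15 microglial markers, 13 were above 100 and 0 among the 1000 most abundant, with a median of 677. Brain lysate was not analysed here, so these values give the abundance in myelin and not a depletion from tissue. From the low abundance in Fig. 2C–E, the paper reasons that myelin transcripts were detected with little contamination from neighboring cells. It also reports that the markers tested by qRT-PCR were lower in myelin than in brain lysate. By immunoblot, it found neuronal, astrocytic and microglial marker proteins reduced as well.

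**Figure D1:**
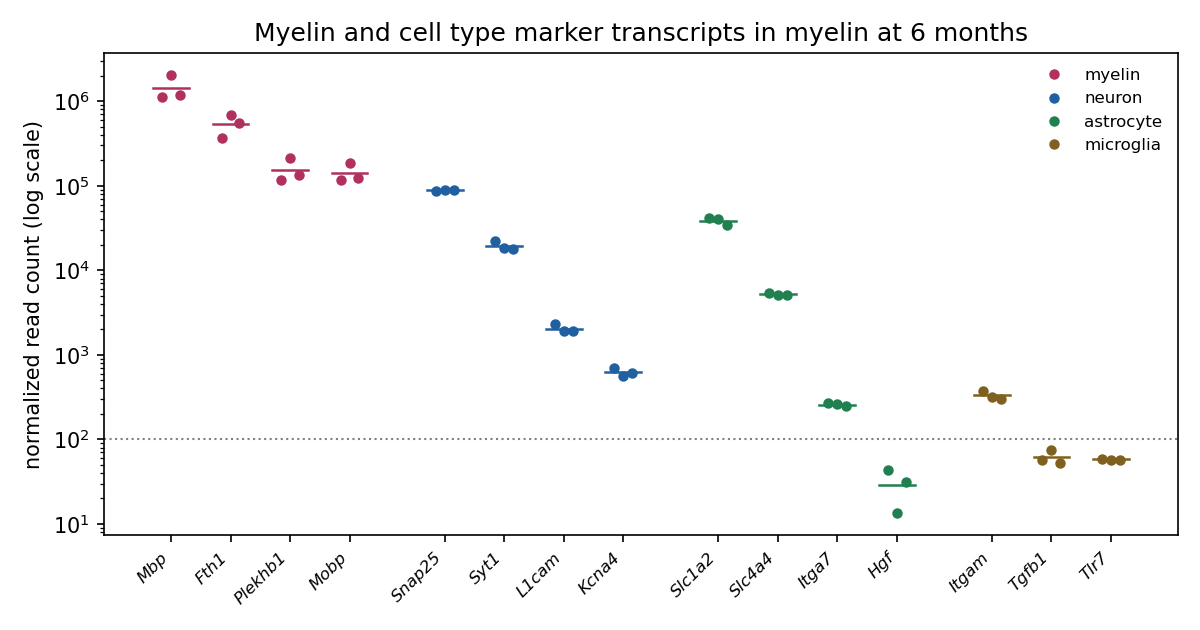
Normalized read counts (log scale) of 4 myelin transcripts and of neuronal, astrocytic and microglial marker transcripts in myelin at 6 months. Each point is 1 of 3 mice, the short lines are means, the dotted line marks a normalized read count of 100, and the markers run from 29.2 for Hgf to 88328 for Snap25.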

The transcript pool of myelin is overall more similar to that of total brain regions (cerebellum, cortex) compared to tissues derived from other germ layers (Fig. 2F,G and Fig. S2 and Fig. S3A and Fig. 3A). Importantly, in depth analysis confirmed the strong enrichment in myelin of mRNAs (*Mbp, Mobp, Fth1*) previously analyzed in a small-scale study^6^. For a surprising number of known myelin proteins, the abundance of the corresponding mRNA in purified myelin was considerably higher compared to cerebellum and cortex homogenates, as well as to non-neuronal tissues (Fig. 2F,G). Also many transcripts encoding myelin lipid-related enzymes were enriched in myelin (Fig. 2G). 

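Plekhb1, which encodes a protein with a pleckstrin homology domain, lies on chromosome 7 of NCBIM37 from 107791406 to 107810928. Its normalized read count at 6 months was 154327 ± 50399 (SD, n = 3), rank 3 of all genes. Bcas1 lies on chromosome 2 from 170172491 to 170253345, where it is overlapped by 1700040N02Rik and Gm14259, and had 104949 ± 28017, rank 6. Trp53inp2 lies on the same chromosome from 155206795 to 155215586 and had 60675 ± 19755, rank 11. Ptgds, which encodes prostaglandin D2 synthase, lies there too, from 25322229 to 25325566, and had 47176 ± 2025, rank 20. Plekhb1, Bcas1 and Trp53inp2 thus varied between the 3 mice far more than Ptgds. Plekhb1 was higher than Bcas1 in each of the 3 libraries.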

Interestingly, the transcripts most abundant in myelin (Fig. S2) comprise several mRNAs for which to the best of our knowledge no relation to central myelination has yet been reported, including *Plekhb1, Bcas1, Trp53inp2*, and *Ptgds*. Together, myelin displays a specific transcript composition and abundance profile clearly distinct from other transcriptomes (Fig. 2F,G and Fig S2 and Fig. 3A,B).

To further elucidate the composition of the myelin transcriptome we focused on myelin-enriched transcripts, i.e. those mRNAs with a normalized read count of >100 and that were at least 2-fold more abundant in myelin compared to total cerebellum (1141 transcripts), cortex (846), or both (1020) (Fig. S3B) (Supplementary Table 2, 3). Many of these transcripts were enriched in myelin to an unexpectedly high degree (Fig. 3C and Fig. S3C,D).

Next we compared the myelin transcriptome with that of the myelinating cells of the CNS. Here, we took advantage of recently published genome-wide expression data^28^ for oligodendrocyte progenitor cells (OPC), newly formed oligodendrocytes (NFO), and myelinating oligodendrocytes (MO) purified by immunopanning. Density plots of these datasets revealed overall similarly distributed transcript abundances, allowing to categorize mRNAs as not expressed, lowly expressed, moderately expressed, or highly expressed (Fig. S3E). When comparing all moderately and highly abundant transcripts (i.e., with an FPKM >2 at any stage of the oligodendrocyte lineage; n = 11155) with mRNAs enriched in myelin compared to both cerebellum and cortex (n = 1020) we found that most myelin-enriched transcripts are expressed at all stages of oligodendroglial maturation (n = 745) (Fig. 3D). A minority of myelin-enriched mRNAs was found expressed only after the OPC stage (n = 46); this category includes many of the classical myelin markers. The myelin-enriched mRNAs (n = 1020) largely represent biological processes and pathways strongly associated with protein translation and targeting (Fig. 3E,F), suggesting that the myelin sheath comprises transcripts required for its own translation machinery.

Notably, a very large number of mRNAs expressed in oligodendrocytes are not enriched in myelin (n = 10254) (Fig. 3D). We thus compared in a heat map the top 1000 most abundant oligodendroglial mRNAs with their abundance in myelin (Fig. 3G and Fig. S3F) (Supplementary Table 4). As expected, the mRNA-abundance profiles of NFO and MO were more similar to each other than to OPC. Strikingly, mRNAs highly abundant in NFO and MO were not necessarily among the most abundant mRNAs in myelin, and *vice versa* mRNAs highly abundant in myelin were not necessarily among the most abundant oligodendroglial mRNAs (Fig. 3G and Fig S3F). 

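BC002163 is annotated as a pseudogene on chromosome 16 of NCBIM37 from 42955744 to 42956064, within the span of Zbtb20. Its normalized read count in myelin at 6 months was 4.15 ± 2.56 (SD, n = 3), from 3 to 8 reads per library. Gm6682, a pseudogene on chromosome 12 from 4789021 to 4789317, had 15.0 ± 5.00. Gm6788, on chromosome 19 from 28837651 to 28837920, had 11.1 ± 2.92. Fam57a, on chromosome 11 from 75993173 to 76028329, is overlapped by Gemin4 and Glod4 and had 79.8 ± 3.23. All 4 were below a normalized read count of 100 in myelin, and Fam57a was the highest of them in each library. Pseudogenes resemble their parent genes, so the counting could have left out reads that also match elsewhere, and these values are uncertain for that reason. The oligodendrocyte values were not analysed here.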

For example, when comparing the mRNAs highly expressed in myelinating oligodendrocytes (FPKM > 64) (according to the dataset by Zhang and colleagues^28^) with those that are of low abundance or below threshold in myelin (Supplementary Table 5), the strongest depletion was found for *BC002163, Gm6682, Fam57a*, and *Gm6788*. On the other hand, the most abundant mRNAs in myelin (*Mbp, Fth1, Plekhb1*, and *Mobp*) were all enriched in myelin compared to myelinating oligodendrocytes. 

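Mobp lies on the plus strand of chromosome 9 of NCBIM37 from 120058860 to 120090602, with 8 merged exons. Its normalized read count at 6 months was 142325 ± 37337 (SD, n = 3), rank 4 by the mean. The order Mbp, Fth1, Plekhb1 and Mobp held in replicates 2 and 3. In replicate 1 Kif5a came before Plekhb1 and Mobp, with 136368 against 117514 and 117100 normalized read counts. Plekhb1 was above Mobp in each of the 3 libraries. The values in myelinating oligodendrocytes were not analysed here.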

Together, oligodendroglial cells and the myelin compartment display clearly distinct mRNA-profiles, suggesting that the mechanisms to transport mRNAs into the myelin sheath are selective. Importantly, the most abundant myelin mRNAs largely clustered away from the mRNAs most abundant in neurons, astrocytes and microglia (according to the dataset by Zhang and colleagues) (Fig. S3G), thereby supporting qRT-PCR data gained for individual marker genes (Fig. 1C) and thus the notion that myelin displays a distinct transcriptome.

To systematically assess whether mRNAs present in myelin can be ultimately translated into myelin proteins, we mass spectrometrically analyzed myelin purified from the brains of 6 months old mice (male, c57Bl/6N) in which 2655 distinct proteins were identified (Supplementary Table 6). For the vast majority of them (n = 2284; 86%), the corresponding mRNA was detected in myelin at a moderate or high level (Fig. 3H) (Supplementary Table 7). Among those were a considerable number of metabolic proteins largely associated with the nucleotide metabolism, as well as proteins associated with biological processes like membrane organization, protein localization and transport (Fig. S3H). When comparing the myelin proteome with the entire myelin transcriptome including mRNAs of low abundance, 88% (n = 2327) of the identified myelin proteins were also detected at the level of the corresponding mRNA (Fig. S3I). Together this indicates that the transcriptome and the proteome of CNS myelin correspond with each other surprisingly well.

### Developmental maturation of the myelin transcriptome

We next asked whether the myelin transcriptome is fully matured already in newly formed myelin or if it undergoes developmental changes. Therefore we determined the myelin transcriptome of mouse brains at different ages (P18, P75, 6 and 24 months). 

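The same preparation was made from 3 mice at P18, 3 at P75, 3 at 6 months and 3 at 24 months, a different mouse for each of the 12 libraries. Replicate numbers run from 1 to 3 at each age. The reads counted on genes were 20579740 to 23770172 at P18 (median 22439603), 20299052 to 24097818 at P75 (median 22703030) and 21565600 to 24541436 at 24 months (median 24080687). At 6 months the median was higher, at 26696594, although replicate 3 had fewer reads than some libraries of each other age. Between 16949 and 17261 genes had at least 1 read in each of the 12 libraries. The share of reads on Mbp differed between ages and between mice of an age, with 9.47% to 20.8% at P18, 4.76% to 7.03% at P75 and 5.34% to 7.52% at 24 months. The authors' size factors set the scale of the values, and a scaling to the same total instead would raise all other genes where Mbp takes a smaller share. With the deposited scaling, the median log2 change of all tested genes from P18 to P75 was 0.015, and with a scaling to the same total it was 0.139. Ages were compared on log2(normalized read count + 1) with limma, in 1 fit over all 12 libraries, for the 14634 genes with a mean normalized read count of at least 10. A gene was called changed at an adjusted p under 0.1 (limma with Benjamini-Hochberg adjustment), the false discovery rate given in the paper's methods. Changes of low genes are understated on this scale. With 3 mice per age, an exact permutation test of a single gene cannot give a p below 0.1.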

Interestingly, the myelin transcriptome was very similar when comparing the latter ages while we observed clear developmental differences between P18, P75, and 6 months of age (Fig. 4A). This suggests that the myelin transcriptome in mice reaches a mature state by about 6 months of age.

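In a principal component analysis of the 500 most variable genes, component 1 held 65.6% of the variance and component 2 held 15.0%. Along component 1 the ages lay at -28.62 ± 0.18 (P18), -9.31 ± 2.55 (P75), 18.13 ± 2.27 (6 months) and 19.79 ± 2.30 (24 months; SD, n = 3 each). The last pair of ages differed there by less than the SD of the replicates. Along component 2 they lay apart, at -10.62 ± 2.16 and 5.51 ± 1.83, against -7.32 ± 3.38 at P18 and 12.43 ± 3.94 at P75. The distance between the centers of 2 ages was divided by the spread of the replicates around their own center, which was 2.94. It was 9.38 from P18 to P75, 12.17 from P75 to 6 months and 5.51 from 6 to 24 months. The distance from 6 to 24 months was the smallest of the consecutive steps in every setting tried. Leaving out P75 replicate 1 gave 14.93 from P75 to 6 months, and leaving out P75 replicate 3 gave 7.43 from 6 to 24 months. Across genes, the median Pearson's r between libraries was 0.977 for P18 and P75, 0.964 for P75 and 6 months, and 0.985 for 6 and 24 months (9 pairs of libraries each). It was 0.951 for P18 and 6 months, 0.944 for P18 and 24 months and 0.972 for P75 and 24 months. P75 thus lay nearer to 24 months than to 6 months by r. The same held for the distance between the centers in the principal components, with 10.16 against 12.17. Between replicates, r ran from 0.986 to 0.993 at P18, from 0.991 to 0.994 at P75 and from 0.991 to 0.995 at 24 months. From the closeness of the late ages in Fig. 4A, the paper proposes that the myelin transcriptome reaches a mature state by about 6 months.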

To elucidate the transcript profile in myelin irrespective of age-dependent changes we compared all transcripts (normalized read count >100) of each analyzed age. 

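A mean normalized read count over 100 was found for 11090 genes at P18, 11183 at P75, 11281 at 6 months and 11389 at 24 months. The mean was taken over the 3 libraries of each age. Of the 11807 genes above 100 at any age, 10668 were above it at all 4 ages. The genes above 100 at a single age numbered 112 at P18, 57 at P75, 86 at 6 months and 125 at 24 months. Among the pairs of ages, 6 and 24 months shared 197 genes that were not above 100 at the other ages, and P18 and P75 shared 103. The choice of threshold moved the number most. With a threshold of 200 in place of 100, 9141 genes were above it at all 4 ages, and with 50 there were 11835. When every replicate had to be above 100, 10387 genes remained.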

As expected, a large number of transcripts (n = 10668) was present at all analyzed ages (Fig. 4B). 

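The 1000 genes with the highest mean over the 12 libraries, among the 10668 above 100 at all 4 ages, were tested for gene sets with a one-sided Fisher's exact test. The sets were Reactome pathways and lists written by hand, since the ontology used by the authors was not used here, and the 10668 genes were the background. Of 1031 sets, 350 were enriched at an adjusted p under 0.1. Of 75 genes for eukaryotic translation elongation, 74 were among the 1000, where 7.0 would fall by the sizes alone (Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 4.77e-73). Of 75 ribosomal protein genes, 71 were among them (adjusted p = 2.92e-66 from the same Fisher test). For the targeting of proteins to membranes by the signal recognition particle, 69 of 93 genes were among them (Fisher, adjusted p = 1.19e-49), and many of these are ribosomal protein genes too. Of 85 nuclear genes of oxidative phosphorylation, 51 were among the 1000 (Fisher, adjusted p = 1.87e-29), and of 142 genes for transmission across chemical synapses, 51 (Fisher, adjusted p = 1.35e-16). Of 26 myelin genes, 19 were among them (Fisher, adjusted p = 3.31e-13). None of the 14 immune genes or of the 13 microglial markers in the background was among the 1000. Fisher's test treats genes as independent, and ribosomal protein genes rise and fall together, so these p-values describe the list and not the variation between mice. Ribosomal protein genes also have many pseudogene copies, and their counts are uncertain to that extent.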

The top 1000 most abundant among these transcripts were preferentially associated with biological processes as protein translation, transport, and localization (Fig. S4A), biological pathways as ribosome biogenesis and assembly (Fig. S4B), and known mouse mutant phenotypes as abnormal nervous system physiology and morphology (Fig. S4C).

To further explore developmental changes affecting the mRNA-abundance profile of myelin in the context of the observation that the myelin transcriptome reaches maturity at 6 months of age we performed more detailed differential analysis of the consecutive ages. Indeed, considerable changes of the myelin transcriptome were observed until 6 months of age (Fig. 4C,D), whereas changes were comparatively minor between 6 and 24 months of age (Fig. 4E) (Supplementary Table 8–10).

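Between P18 and P75, 7137 of the 14634 genes tested changed at an adjusted p under 0.1 (limma with Benjamini-Hochberg adjustment), 3783 up and 3354 down. Between P75 and 6 months 8865 changed, 4561 up and 4304 down, and between 6 and 24 months 4287 changed, 2435 up and 1852 down. With a change of more than 2-fold required as well, the counts were 665 (412 up, 253 down), 1362 (776 up, 586 down) and 246 (178 up, 68 down). The 2-fold count from 6 to 24 months depended most on the treatment of low genes, with 49 genes under a filter for a mean over 100 and 455 without a filter. With each library rescaled to the same total, the 2-fold counts were 625 up and 162 down from P18 to P75, and at an adjusted p under 0.1 they were 4739 up and 1827 down. The same scaling gave 1394 up and 1614 down from 6 to 24 months at an adjusted p under 0.1. With quantile normalization, 305 rose and 305 fell over 2-fold from P18 to P75, and 114 of 233 rose (48.9%) from 6 to 24 months. The replicates of the 2 ages did not overlap for 6981 genes (47.7%) from P18 to P75, 9228 (63.1%) from P75 to 6 months and 6370 (43.5%) from 6 to 24 months, where chance gives 10%. Deviations of libraries with the same replicate number from the means of their ages had a correlation of -0.104 for P18 and P75, 0.15 for P75 and 6 months and -0.114 for 6 and 24 months. With the replicate number as a block, the counts at an adjusted p under 0.1 were 6968, 8695 and 3996, and over 2-fold 667, 1363 and 244.

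The 3 genes with the largest rise and fall in each step were chosen among genes with a mean over 100 at 1 of the 2 ages and no overlap of the replicates. S100a5, a calcium-binding protein gene on chromosome 3 of NCBIM37 from 90412445 to 90415702, rose from 51.4 ± 67.7 normalized read counts at P18 to 718 ± 119 at P75 (SD, n = 3), a log2 change of 4.65 (standard error 0.58, adjusted p = 1.7e-05 from limma with Benjamini-Hochberg adjustment). Its value in P18 replicate 1, 129.5, was far from the other two at that age, and with each replicate left out in turn the log2 change ran from 3.98 to 5.76. Qdpr rose by 3.06 and Abca8a by 3.01. Il23a, on chromosome 10 from 127733196 to 127735140, fell from 304 ± 22.9 to 19.8 ± 6.79, a log2 change of -3.93 (standard error 0.31, adjusted p = 3.2e-07 from limma with Benjamini-Hochberg adjustment). 9630013A20Rik changed by -3.38 and Alas2, whose span overlaps Apex2, by -3.30. From P75 to 6 months, Gm3893, on chromosome 4 from 41961930 to 41963010, rose from 11.5 ± 6.41 to 232 ± 13.3, a log2 change of 4.35 (standard error 0.31, adjusted p = 6.6e-08 from limma with Benjamini-Hochberg adjustment). Gm3893 and Gm7120, which rose by 3.95, have near-identical copies and their counts are uncertain. Pdyn rose by 4.34. Wdfy1, on chromosome 1 from 79698837 to 79772718 and overlapped by Mrpl44, had the largest fall, from 1646 ± 29.7 to 298 ± 16.7 (log2 change -2.46, standard error 0.09, adjusted p = 1.4e-10 from limma with Benjamini-Hochberg adjustment). Mt2 changed by -2.41 and Hif3a by -2.35. From 6 to 24 months, Clec7a, on chromosome 6 from 129411611 to 129422790, rose from 19.4 ± 8.58 to 152 ± 22.5 (log2 change 2.98, standard error 0.29, adjusted p = 3.4e-05 from limma with Benjamini-Hochberg adjustment). Lyz1, which has the near-identical copy Lyz2, rose by 2.43 and C3 by 2.09. Gm3893 returned to 14.9 ± 3.53, a log2 change of -3.90, and Irs2, overlapped by 9530052E02Rik, changed by -1.97 and Pnmal2 by -1.74. The paper concludes from the volcano plots in Fig. 4C–E that considerable changes take place until 6 months and comparatively minor ones after.

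**Figure D2:**
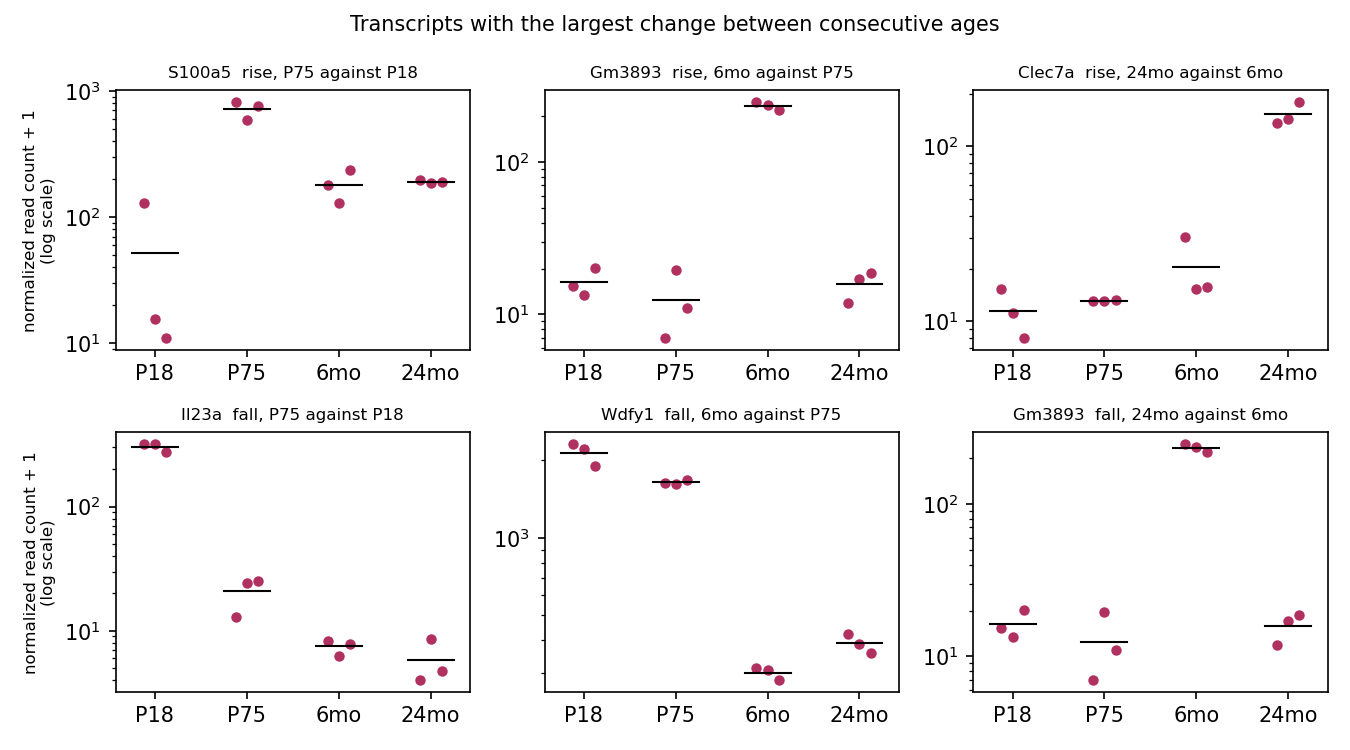
Normalized read count + 1 (log scale) at the 4 ages for the gene with the largest rise (top) and fall (bottom) in each step between consecutive ages. Each point is 1 of 3 mice and the lines are means; Gm3893 is high at 6 months alone and appears both as a rise and as a fall.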

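Shifts of whole gene sets between P18 and P75 were tested with limma's cameraPR on the statistics of all 14634 genes, with an inter-gene correlation of 0.01. Of 1158 sets, 243 shifted at an adjusted p under 0.1, 117 of them down and the others up. Ribosomal protein genes (79 tested) had a median log2 change of 0.65 from P18 to P75 (adjusted p = 1.44e-07, limma's cameraPR with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p was 6.44e-07 (limma, Benjamini-Hochberg), where same-numbered libraries of these ages deviated with a correlation of -0.104. The Reactome set for protein targeting to membranes by the signal recognition particle (98 genes) rose by a median of 0.59 (adjusted p = 1.84e-08 from limma's cameraPR with Benjamini-Hochberg adjustment), and that for translation termination (76 genes) by 0.65 (adjusted p = 7.47e-08, same limma test). Myelin genes of Fig. 2F (26 genes) changed by a median of -0.53 (adjusted p = 5.89e-05 from limma's cameraPR with Benjamini-Hochberg adjustment, and 1.59e-05 with the block). The alternative that moved the number of shifted sets most was an inter-gene correlation estimated from the data, which had a median of 0.047. It left 0 of the 3474 pairs of set and comparison, with 252 at an unadjusted p under 0.05. The adjusted p of the ribosomal protein set ran from 1.96e-13 to 0.672 over its alternatives (limma's cameraPR with Benjamini-Hochberg adjustment).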

By gene ontology (GO) term enrichment analysis, the mRNAs differentially present in the myelin transcriptome at P18 and P75 are associated with protein targeting and localization, translational termination, and cell adhesion (Fig. S4D). The transcripts that distinguish myelin at P75 and at 6 months of age are preferentially associated with ion transport, cell-signaling, protein transport and localization (Fig. S4E). 

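From P75 to 6 months, 353 of the sets shifted at an adjusted p under 0.1, 151 up and 202 down. Ion channel genes (110 tested) had a median log2 change of 0.57 (adjusted p = 1.44e-07 from limma's cameraPR with Benjamini-Hochberg adjustment). The Reactome set for transport by solute carriers (199 genes) had 0.44 (adjusted p = 3.15e-06, same limma test), and that for voltage-gated potassium channels (36 genes) had 0.63 (adjusted p = 3.67e-06, limma). Synaptic genes (72 tested) had 0.49 (adjusted p = 1.83e-07, limma's cameraPR with Benjamini-Hochberg adjustment). In the other direction, ribosomal protein genes had a median of -0.87 (adjusted p = 3.86e-13, limma) and nuclear oxidative phosphorylation genes (89 tested) a median of -0.73 (adjusted p = 2.18e-16, limma). Changes in this step partly follow transcript length. Corrected for length and GC content, the medians were 0.44 for ion channel and 0.37 for synaptic genes. They were -0.29 for ribosomal protein and -0.19 for oxidative phosphorylation genes. With the replicate number as a block, the adjusted p was 1.31e-07 for ion channel, 2.41e-07 for synaptic, 4.3e-12 for ribosomal protein and 5.62e-18 for oxidative phosphorylation genes (limma's cameraPR with Benjamini-Hochberg adjustment). Same-numbered libraries of these ages deviated with a correlation of 0.15. With the inter-gene correlation estimated from the data, the adjusted p of these sets was 0.626 or 0.657 (limma, Benjamini-Hochberg). Over all alternatives it ran from 2.2e-08 to 0.626 for ion channel, from 1.64e-07 to 0.626 for synaptic, from 2.16e-20 to 0.657 for ribosomal protein and from 1.81e-18 to 0.626 for oxidative phosphorylation genes (limma's cameraPR with Benjamini-Hochberg adjustment).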

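From 6 to 24 months, 213 gene sets shifted at an adjusted p under 0.1, 77 up and 136 down. A list of immune genes written before the data were examined, of which 35 were tested, had a median log2 change of 0.94 (adjusted p = 2.44e-38 from limma's cameraPR with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p was 5.24e-38 (limma, Benjamini-Hochberg), with a correlation of same-numbered libraries of -0.114. The median change of these genes was 0.39 from P18 to P75 (adjusted p = 0.00514, limma with Benjamini-Hochberg adjustment) and 0.40 from P75 to 6 months (adjusted p = 0.145, same limma test). Microglial markers (15 genes) rose by a median of 0.77 from 6 to 24 months (adjusted p = 8.2e-12, and 1.31e-11 with the block, limma's cameraPR with Benjamini-Hochberg adjustment). The Reactome set for the triggering of complement (9 genes) rose by 0.92 (adjusted p = 8.84e-12, same limma test). Of the immune genes, 18 were above a normalized read count of 100 at 6 months and 27 at 24 months. Ribosomal protein genes rose by 0.41 (adjusted p = 4.62e-07, and 1.99e-06 with the block, limma) and oxidative phosphorylation genes by 0.31 (adjusted p = 1.53e-06, and 2.9e-07 with the block, limma). With the inter-gene correlation estimated from the data, the adjusted p of the immune and of the microglial set was 0.626 (limma, Benjamini-Hochberg). Over all alternatives the range was 2.06e-43 to 0.626 for the immune, 6.67e-13 to 0.626 for the microglial, 5.23e-12 to 0.685 for the ribosomal protein and 1.25e-07 to 0.668 for the oxidative phosphorylation set (limma, Benjamini-Hochberg).

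**Figure D3:**
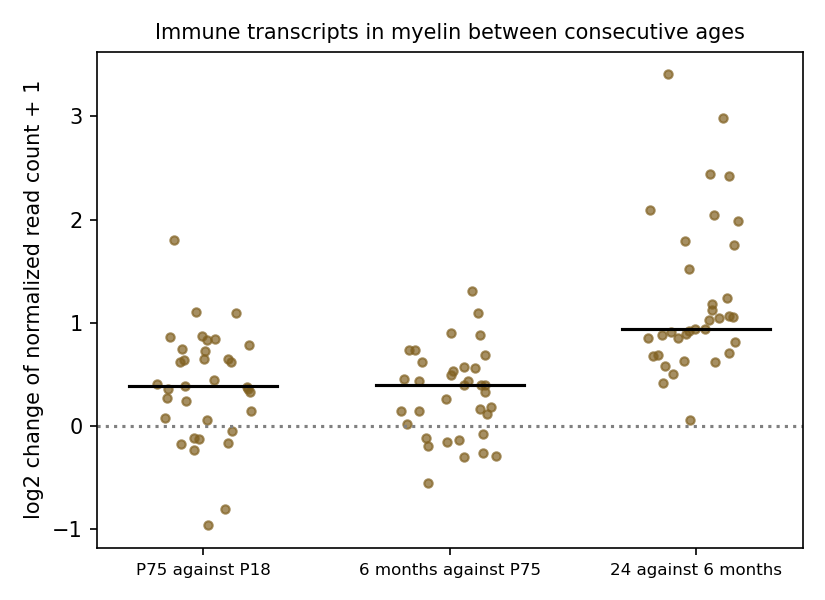
Log2 change of the normalized read count + 1 of 35 immune genes in each step between consecutive ages. Each point is a gene, the black lines are medians (0.39, 0.40 and 0.94) and the dotted line marks no change; all points lie above it in the step from 6 to 24 months.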

Importantly, although the myelin transcriptome was largely similar at 6 and 24 months of age (Fig. 4E), a class of transcripts that distinguished both ages was associated with immune response (Fig. S4F).

To better resolve the maturation of the myelin transcriptome we visualized in a heat map all mRNAs that displayed significant abundance changes in any pairwise comparison (Fig. 4F). Hierarchical clustering resulted in six clusters of mRNAs based on their developmental abundance kinetics (Fig. 4F). 

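The 1998 genes that changed over 2-fold at an adjusted p under 0.1 between ages were clustered on the mean of each age, scaled per gene, with complete linkage and 6 clusters. A cluster of 466 genes was highest at P18 and still above average at P75, and 87 genes were highest at P18 and lowest at P75. The cluster that was highest at P75 held 327 genes, and 277 genes were lowest at P18 and highest at 24 months. Taken gene by gene without clustering, 393 of the genes were highest at P18, 441 at P75, 702 at 6 months and 462 at 24 months. Of all 1998, 270 rose at each step from P18 to 24 months and 82 fell at each step. How the cluster sizes fall depends on the linkage. With Ward linkage, chosen after seeing the data, 198 genes were highest at P18 and 538 at P75.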

We observed transcripts that are only highly abundant in newly formed myelin (P18: cluster 2, C2) or myelin at both P18 and P75 (C1). The cluster of transcripts most abundant at only P75 (C4) was comparatively small. A consistent increase in mRNA abundance was seen for another comparatively small cluster (C6). The largest clusters consisted of mRNAs with the highest abundance at 6 or 24 months with only moderate changes between these ages (C3, C5) (Fig. 4F). 

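The largest of the 6 clusters held 537 genes that were low at P18 and P75 and high at the later ages, with a mean scaled abundance of 0.80 at 6 months and 0.79 at 24 months. A further 304 genes were highest at 6 months and lowest at P75, with a mean scaled abundance of -1.12 at P75 and 0.09 at 24 months. With Ward linkage, 540 and 216 genes fell in clusters highest at 6 months, and 385 and 121 in clusters highest at 24 months.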

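The 1342 genes among the 1000 most abundant at any age were clustered by k-means with k of 4, on the log2 mean of each age scaled per gene, with 100 random starts. The cluster highest at P18 held 463 genes, the cluster highest at P75 held 234, and 193 genes formed a cluster highest at 6 months. The remaining 452 genes were high at both 6 and 24 months, with mean scaled values of 0.66 and 0.70. On linear in place of log2 values the sizes were 497, 232, 176 and 437. The P75 cluster depended most on single libraries, with 170 to 363 genes across the 12 runs that each left out 1 library.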

To further elucidate changes of the myelin transcriptome between the four analyzed ages we also performed k-means clustering (Fig. 5A), which yielded defined clusters for myelin at P18 (C1), P75 (C2), and 6 months (C4), as well as a cluster at both 6 and 24 months of age (C3) (Supplementary Table 11). 

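With k of 4, none of the clusters was highest at 24 months alone. With k of 5, the sizes were 280, 401, 334, 168 and 159, and none was highest at 24 months alone either. The cluster of 401 genes had mean scaled values of 0.65 at 6 months and 0.75 at 24 months. Taken gene by gene, 250 of the 1342 genes (18.6%) had their highest mean at 24 months, against 511 (38.1%) at P18, 264 (19.7%) at P75 and 317 (23.6%) at 6 months.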

Interestingly, no distinct cluster was gained for myelin at 24 months of age, supporting the observation that the myelin transcriptome has largely reached maturity by 6 months of age.

To further explore the transcripts highly abundant in myelin (Supplementary Table 12) at particular or all analyzed ages (compare Fig. 4G), we plotted only these mRNAs and observed dynamically changing transcript levels coinciding with myelin maturation but comparatively moderate changes between 6 and 24 months of age (Fig. 4H,I). Among the analyzed ages, myelin at P18 comprises the largest group of uniquely abundant transcripts, which appear specific to newly formed myelin (Fig. 4J). 

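Of the 1342 genes, 240 were among the 1000 most abundant at a single age. At P18 these were 103 genes, with a median rank of 884 at that age. They were only somewhat less abundant later, with a median log2 difference to P18 of -0.46 at P75, -0.56 at 6 months and -0.67 at 24 months, and 98 of them were still within rank 2000 at P75. With the 500 most abundant genes in place of 1000, 55 were found at P18 alone, and with a library left out in turn 100 to 107. Being among the 1000 at one age alone is a matter of rank and was not tested against the spread of the replicates.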

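At P75 alone, 34 genes were among the 1000 most abundant, with a median rank of 932. Their median rank was 1123 at P18, 1446.5 at 6 months and 1240 at 24 months, and the median log2 difference to P75 was -0.26, -0.44 and -0.40.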

A small cluster comprises transcripts specifically abundant in myelin at P75 (Fig. 4J). The transcripts constituting the larger clusters in myelin at 6 or 24 months are commonly also present at high abundance in the respective other later age but not in myelin at P18 or P75 (Fig. 4J and Fig. S4G), again supporting that the myelin transcriptome matures by 6 months of age. 

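At 6 months alone, 54 genes were among the 1000 most abundant. Their median rank was 899 at 6 months and 1113 at 24 months, against 1345.5 at P18 and 1387 at P75. At 24 months alone there were 49 genes, with a median rank of 866 at 24 months and 1140 at 6 months, against 2381 at P18 and 1517 at P75. Within rank 2000 were all 54 of the 6-month genes at 24 months, 47 at P18 and 43 at P75, and all 49 of the 24-month genes at 6 months, 47 at P75 and 12 at P18. The median log2 difference of the 24-month genes was -0.26 at 6 months and -1.26 at P18, and that of the 6-month genes was -0.35 at 24 months, -0.43 at P18 and -0.53 at P75.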

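Of the 241 genes among the 1000 most abundant at exactly 2 ages, 102 were shared by P18 and P75 and 98 by 6 and 24 months. P18 and 6 months shared 20, P75 and 24 months 13, P75 and 6 months 6, and P18 and 24 months 2. Of the 166 genes found at exactly 3 ages, 88 were missing at P18, 39 at 6 months, 23 at 24 months and 16 at P75. At all 4 ages 695 genes were found, and with the 500 most abundant genes in place of 1000 this number was 349 of 675.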

The gradual maturation of the myelin transcriptome up to the age of 6 months is also indicated by plotting the transcripts that are of particular abundance at any two (Fig. 4K and Fig. S4G) or three (Fig. 4L and Fig. S4G) of the analyzed ages.

To analyze how similar the top 1000 most abundant transcripts in myelin at any of the analyzed ages are to those in total brain regions we compared these transcriptomes and found about half of them (n = 555) also highly abundant in both cortex and cerebellum (Fig. 4M). Conversely, 548 transcripts are specifically enriched in myelin. Indeed, overall abundance in myelin is manifold higher compared to the homogenates of the analyzed brain regions (Fig. S4H).

### Stage specific expression kinetics suggest functional remodeling of the myelin transcriptome during development

Considering that the myelin transcriptome matures in mRNA composition and abundance during postnatal brain development we were curious whether this remodeling would indicate changes of the functional relevance of the mRNA-pool. We thus performed GO-term enrichment analysis for those transcripts that display a stage-specifically differential abundance (compare k-means clusters in Fig. 5A). Indeed, the clusters correspond to distinct biological processes (Fig. 5B–E). 

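Gene sets were tested in each k-means cluster with a one-sided Fisher's exact test against the 1342 clustered genes. Over 470 sets and the 4 clusters, 176 of the 1880 pairs were enriched at an adjusted p under 0.1. With all genes of a mean of at least 10 as the background, the number was 594. The P18 cluster was enriched for 115 sets. Wnt signaling had 37 of its 48 clustered genes there, where 16.6 would fall by size alone (adjusted p = 8.50e-08, Fisher's exact test with Benjamini-Hochberg adjustment). The metabolism of amino acids had 19 of 25 (adjusted p = 0.00101, Fisher). Cell cycle checkpoints had 19 of 23 genes there, the degradation of beta-catenin 19 of 24 and the regulation of ornithine decarboxylase 14 of 15. Reactome sets can share genes, and how far these sets do was not examined. They need not mark separate processes. Of 60 nuclear genes of oxidative phosphorylation, 27 were in the P18 cluster (adjusted p = 0.365, Fisher). The myelin genes of Fig. 2F had 11 of 22 there (adjusted p = 0.551, Fisher).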

Transcripts most abundant in myelin at P18 are preferentially associated with biological processes involved in energy metabolism and nervous system development (Fig. 5B). 

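The P75 cluster was enriched for 29 sets. It held 65 of the 71 clustered ribosomal protein genes (adjusted p = 1.48e-42, Fisher's exact test with Benjamini-Hochberg adjustment), which have many pseudogene copies. Translation termination had 64 of 70 genes there, and the decay of RNA independent of the exon junction complex had 64 of 71 (adjusted p = 4.27e-42 and 1.79e-41 from the same Fisher test). These sets share most of their genes with the ribosomal proteins. Oxidative phosphorylation had 28 of 60 genes in the P75 cluster (adjusted p = 5.35e-06, Fisher).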

Transcripts highly abundant in myelin at P75 display a strong association with protein translation, protein targeting, and RNA catabolism (Fig. 5C). 

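The cluster of genes high at 6 and 24 months was enriched for 16 sets. Transmembrane transport of small molecules had 46 of its 72 clustered genes there (adjusted p = 5.24e-06, Fisher's exact test with Benjamini-Hochberg adjustment). Ion transport by P-type ATPases had 10 of 10 genes (adjusted p = 8.26e-04) and ion channel transport 24 of 40 (adjusted p = 0.00944), both from the same Fisher test. Synaptic genes had 18 of 30 (adjusted p = 0.0352, Fisher).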

The transcripts abundant in mature myelin at 6 and 24 months are preferentially associated with ion homeostasis and cellular signaling (Fig. 5D,E). 

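The cluster of genes highest at 6 months alone was enriched for 16 sets. Calmodulin-induced events and glycolysis each had 6 of 12 clustered genes there (adjusted p = 0.0476, Fisher's exact test with Benjamini-Hochberg adjustment). The neuronal system had 17 of 63 (adjusted p = 0.0661, same Fisher test).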

The comparatively fewer transcripts most abundant in myelin at 6 months of age (n = 176) are also associated with vesicle-mediated transport and ribonucleotide metabolic processes (Fig. 5E).

Finally, we compared the myelin transcriptome with 77 genes causing (when mutated) brain disorders preferentially affecting the white matter (leukodystrophies/leukoencephalopathies). 

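The paper's list of disease genes was not used here. A list of 46 genes of leukodystrophies was written by hand before the data were examined, and 45 of them are in the deposited table. At 6 months, 42 of the 45 (93.3%) were above a normalized read count of 100, against 51.4% of all genes listed. Above 100 in every one of the 3 libraries were 41. Their median was 615.9, and 6 were among the 1000 most abundant genes. With a threshold of 50, chosen after seeing the data, 43 were above it, and with 200, also chosen then, 40. Enrichment over other tissues was not analysed here.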

Surprisingly, most of the respective mRNAs were found in myelin at least at moderate abundance (Fig. 5F) (Supplementary Table 13); indeed, the majority of them were enriched in myelin compared to other tissues (Fig. S5).

Taken together, we report the existence of an unexpectedly large mRNA-pool in CNS myelin, which displays a maturation-dependent dynamic modulation with respect to composition, abundance, and functional associations.

## Discussion

In this study we obtained the first RNA-Seq transcriptome database of myelin purified from wild-type mouse brains at various ages (P18, P75, 6mo and 24mo). 

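At 6 months, 17901 of the 21937 genes had a mean normalized read count above 0, and 14477 were above 10. Above 20 there were 13678 genes, above 30 there were 13172, above 50 there were 12451 and above 100 there were 11281. The numbers at the other ages were similar, with 13056 genes above 30 at P18, 13179 at P75 and 13314 at 24 months. At any age, 13721 genes were above 30.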

We report that CNS myelin comprises an unexpectedly large number of mRNAs, with transcripts of >13000 mRNAs present at least at a moderate abundance level; a surprising finding when considering that only very few mRNAs have been previously recognized in myelin using a small-scale approach^6^. Indeed, >1000 transcripts were specifically enriched in myelin compared to other brain tissues. The selectivity of mRNA incorporation into myelin and thus the specificity of the myelin transcriptome is also indicated by our finding that myelin-enriched transcripts are not necessarily among those most abundantly expressed in oligodendrocytes when analyzed by comparing our dataset with the previously determined transcriptomes of various cell types of the brain^28^. *Vice versa*, mRNAs highly expressed in the oligodendrocyte lineage are not necessarily enriched in myelin. As expected, mRNA markers of neurons, astrocytes and microglia are diminished in purified myelin. Together this indicates that the identified mRNA-pool in the myelin compartment is unique and distinct from that in surrounding brain tissue and in oligodendroglial cell bodies.

Incorporation of transcripts into myelin is mediated by the microtubule-dependent transport of RNA-granules that contain ribosomes, regulatory proteins, and a selection of mRNAs^9^,^29^. Considering that MBP is rate-limiting for myelination^11^,^12^, the molecular control of *Mbp*-mRNA translation appears crucial to regulate the precise extent of myelin biogenesis. Indeed, *Mbp*-mRNA is transported into myelin sheaths along microtubules^19^,^20^,^30^. Its translation is confined to MSAS by translation-inhibitory factors, including ribonucleoproteins^21^,^22^,^23^ and the small non-coding RNA 715^31^. Considering that MBP is the second-most abundant structural myelin protein^32^, it is not surprising that *Mbp*-mRNA is strongly enriched in myelin. We note that *Mobp*-mRNA, which is also highly enriched in myelin, is also recognized by trans-acting ribonucleoproteins and transported in RNA-trafficking granules along microtubules^33^. Excessive microtubule accumulation in oligodendrocytes in the hypomyelinating *taiep* mutant rat^34^, causes impaired RNA-granule dynamics^35^ and the accumulation of both, *Mbp* and *Mobp* mRNAs in oligodendroglial cell bodies^36^. Together, the mechanisms underlying the incorporation of transcripts into myelin have largely been established using *Mbp*-mRNA but probably apply to other myelin-related transcripts as well. This has most recently been exemplified for the mRNA encoding the small heat-shock protein α-B-crystallin (CRYAB, also termed HspB5). The rapidly increased abundance of CRYAB upon a neuroinflammatory challenge protects myelin and neurons from degeneration^37^. By *in situ*-hybridization, *Cryab*-mRNA in oligodendrocytes localized away from the cell bodies^38^, in resemblance of *Mbp*-mRNA^24^. Indeed, *Cryab*-mRNA is enriched in myelin according to the present analysis. Its continuous availability for rapid local protein translation in the individual internode may be advantageous upon an immunological challenge.

Myelin remodeling is now recognized as a mechanism of life-long brain plasticity^39^ with consequences for the velocity of nerve conduction and thus cognitive and motor capabilities. Indeed, it has long been known that neuronal activity can stimulate central myelination^5^,^40^. It is hypothesized that the *en passent* release of glutamatergic vesicles from active axons towards adjacent cells of the oligodendrocyte lineage^41^,^42^ enhances the synthesis of MBP locally^43^,^44^, i.e. in the individual internode. Apparently, thus, electrically active axons have an advantage over neighboring silent axons in the induction of active myelination by their associated oligodendroglial processes. Considering that individual oligodendrocytes commonly myelinate segments of numerous axons, the local control of myelination at the level of the individual internode appears well suited to modulate the local extent of myelination in dependence of axonal activity.

The locally controlled translation of myelin-enriched *Mbp*-mRNA facilitates the MBP-dependent compaction of newly synthesized myelin membrane at MSAS distant from the oligodendroglial cell body^45^. Indeed, the existence of many additional myelin-enriched mRNAs (as reported here) may thus indicate the existence of a reservoir for the local translation of further myelin proteins for the turnover or adaptive modulation of myelin. More speculatively, the substantial overlap between the myelin transcriptome and the myelin proteome may reflect that most myelin constituents can be biosynthesized locally at MSAS. Interestingly, beyond myelin-related mRNAs, mRNAs encoding proteins required for protein translation and trafficking are also enriched in myelin. This may enable myelin to extend its own protein translation machinery without an immediate requirement for the comparatively slower intracellular transport^7^ from the cell body through the oligodendroglial processes to the MSAS in non-compact myelin. It is interesting to note that the mRNA-pool of CNS myelin displays considerable changes in composition and abundance during myelin maturation whereas ageing-dependent changes at over six months of age were minor.

The present RNA-Seq dataset provides a valuable reference for investigating oligodendroglial mRNA transport mechanisms, as well as myelin maturation, turnover, adaptive modulation, and ageing. Considering the robustness and reproducibility of both, biochemical myelin purification and RNA-Seq, the methods will be useful for applications beyond wild-type myelin. For example, myelin can be biochemically purified from mutant mice^32^ that model neurological disorders. In recent years it has become increasingly evident that myelin and myelinating cells are pathophysiologically involved in many neurological disorders, including multiple sclerosis, leukodystrophies, Rett syndrome, amyotrophic lateral sclerosis, and psychiatric diseases^25^,^46^,^47^,^48^,^49^,^50^. We believe that the combination of myelin purification with unbiased transcriptome and proteome analysis can provide molecular profiles that hold great promise for better understanding their pathomechanisms.

## Exeprimental Procedure

### Biochemical analysis

A light-weight membrane fraction enriched for myelin was purified from mouse brains as described^51^. Male c57Bl6/N mice from the breeding colony of the Max Planck Institute of Experimental Medicine (MPIEM, Göttingen, Germany) were used. For immunoblot, mice were 75 days old. For proteome analysis and qRT-PCR, mice were 6 months old. For RNA-Seq, indicated ages were used. Animal experiments were performed in accordance with the animal policies of the Max Planck Institute of Experimental Medicine (Göttingen, Germany) approved by the institute's animal welfare officer and the Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES), the responsible authority for the German Federal State of Niedersachsen. The protein concentration was determined using the DC protein assay (BioRad). Immunoblotting was as described^52^. Antibodies were specific for PLP/DM20 (A431^53^, 1:5000), MBP (Dako A0623, 1:500), CNP (Sigma C 5922, 1:1000), SIRT2 (Abcam ab67299, 1:500), OLIG2 (DF308^54^, 1:200, kindly provided by J. Alberta and C. Stiles, Boston, MA, USA) GFAP (Novocastra NCL-GFAP-GA5, 1:500), AIF (also termed IBA1; Abcam ab107159, 1:500), GPM6A (#24924^55^, 1:1000), TUBB3 (also termed TUJ1; Covance MMS-435P, 1:1000), and VDAC (Rockland 600-401-882, 1:2000). Immunoblots were scanned using the Intas ChemoCam system.

### qRT-PCR

RNA was extracted from brain lysates and purified myelin using the miRNeasy Mini Kit (Qiagen). cDNA was synthesized using the Transcriptor High Fidelity Reverse Transcription Kit and Random Hexameric Primers (Roche Applied Science). qRT-PCR was performed using the TaqMan Fast Advanced Master Mix according to manufacturer’s protocol in a 96-well plate StepOnePlus Real-Time PCR System (both Applied Biosystems). Primers and Universal Probe Library (UPL) probes were specific for *Mbp* (forward 5′-AACATTGTGA CACCTCGAACA, reverse 5′-TGTCTCTTCC TCCCCAGCT, UPL probe #58), *Mobp* (forward 5′-GGCTCTCCAA GAACCAGAAG, reverse 5′-GCTTGGAGTT GAGGAAGGTG, UPL probe #74), *Fth1* (forward 5′-TGGAGTTGTA TGCCTCCTACG, reverse 5′-TGGAGAAAGT ATTTGGCAAAGTT, UPL probe #21), *Itgam* (forward 5′-GGAGCCCCAC ACTAGCATCAA, reverse 5′-CAAAGGGAGG CCCCAAAATAAG), *Tgfb1* (forward 5′-CAAGTGTGGA GCAACATGTGGAA, reverse 5′-CGTATCAGTG GGGGTCAGCAG), *Tlr7* (forward 5′-GGATGATCCT GGCCTATCTCTGA, reverse 5′-TCCGTGTCCA CATCGAAAACAC), *L1cam* (forward 5′-CAGCCTGCCT TCAGACCATCA, reverse 5′-ATGTTCTGGG GATTCTTGTCTGG), *Syt1* (forward 5′-GCGATCTCCA GAGTGCTGAGAAA, reverse 5′-ACAGTCAGCT TGCCGGCAGTA), *Kcna4* (forward 5′-GAAGGCACTG GGGGTTCTGGT, reverse 5′-AGTAGGCCCC ACGTGTCTGATG), *Slc4a4* (forward 5′-CACGAAGAAC GCCAGGAC, reverse 5′-TCCGGTACTT CCTGTGGAAC), *Itga7* (forward 5′-GTCCGTGCTC TGGACTCTGTGG, reverse 5′-CCCAGCTCAC ACTCGACATGA), and *Hgf* (forward 5′-CACTGACCCA AACATCCGAGTTG, reverse 5′-TCCCATTGCCACGATAACAATCT).

### RNA-Seq data analysis

RNA-Seq data was generated using Illumina sequencing. Reads were aligned to mouse genome (mm9) using TopHat^56^ (version 2.0.9) with default options. The aligned reads were then provided as an input for the HTSeq_count utility from the HTSeq package. The raw read count files obtained from HTSeq-count were then processed for differential expression using the DESeq package^57^. Expression was quantified after library size normalization using DESeq^57^. Differential expression analysis was performed using the DESeq package with a FDR rate of 0.1^57^.

### Accession numbers

The next generation sequencing datasets generated in this study have already been submitted to GEO and will be publically available under accession number GSE78151. Tissue-specific datasets for cerebellum, cortex, heart, kidney, liver and lung were obtained from the ENCODE project deposited in Gene Expression Omnibus (GEO) with accession GSE36026. All these data sets were processed as described above.

### Myelin proteome analysis

Myelin purified from the brains of 6 months old mice (see above) was homogenized in RIPA buffer and samples were boiled at 70 °C for 10 minutes in 1x NuPAGE LDS Sample Buffer (Life technologies) supplemented with 100 mM DTT. The samples were separated on a 10% NuPAGE Bis-Tris gel (Life technologies) for 20 minutes at 180V in MOPS running buffer (Life technologies), fixated in 7% acetic acid containing 40% methanol and subsequently stained for 30 minutes using Colloidal Blue staining kit (Life technologies) and excised from the gel. Protein lane was divided into four slices. Each slice was chopped and destained (50% ethanol in 25 mM NH_4_HCO_3_) for 15 minutes rotating at room temperature and dehydrated for 10 minutes rotating in 100% acetonitrile. Vacuum dried samples were rehydrated and reduced for 60 minutes in reduction buffer (10 mM DTT in 50 mM NH_4_HCO_3_ pH 8.0) at 56 °C and subsequently alkylated in 50 mM iodoacetamide in 50 mM NH_4_HCO_3_ pH 8.0 for 45 minutes at room temperature in the dark. Dehydrated (10 minutes rotating in 100% acetonitrile) and vacuum dried samples were subjected to trypsin digestion (1 μg trypsin/sample in 50 mM NH_4_HCO_3_ pH 8.0) at 37 °C over night. Peptides were extracted twice in extraction solution (30% acetonitrile) and once in 100% acetonitrile for 15 minutes at 25 °C shaking at 1400 rpm, purified and desalted using C18 stage tips. Peptides were separated on C18 columns (New Objective) with inner diameter of 75 μm packed with 1.9 μm Reprosil beads (Dr. Maisch) that was mounted to an EasyLC1000 HPLC (Thermo). Eluting peptides (Buffer A: 0.1% formic acid, Buffer B: 80% acetonitrile and 0.1% formic acid, Gradient: 0–67 min 0–22% buffer B, 68–89 min 22–40% buffer B, 90–95 min 40–95% buffer B) were directly sprayed into a Q Exactive Plus mass spectrometer from Thermo operating in positive scan mode with a full scan resolution of 70,000; AGC target 3 × 10^6; max IT = 20ms; Scan range 300–1650 m/z and a Top10 MSMS method. Database search was performed using MaxQuant Version 1.5.2.8^58^ against Mouse Uniprot database downloaded on 8. January 2015 (75,403 entries), with Trypsin/P as digestion enzyme allowing 2 missed cleavages. As settings the following was applied: variable modification: Acetyl (Protein N-term);Oxidation (M), fixed modifications: Carbamidomethyl (C), FDR of 1% on peptide and protein level was applied. Proteins with at least two peptides (one of them unique) were considered as identified. Proteins matching reverse database or common contamination list as well as proteins with peptides only identified by peptides with modification were filtered out.

## Additional Information

**How to cite this article**: Thakurela, S. *et al*. The transcriptome of mouse central nervous system myelin. *Sci. Rep.* **6**, 25828; doi: 10.1038/srep25828 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
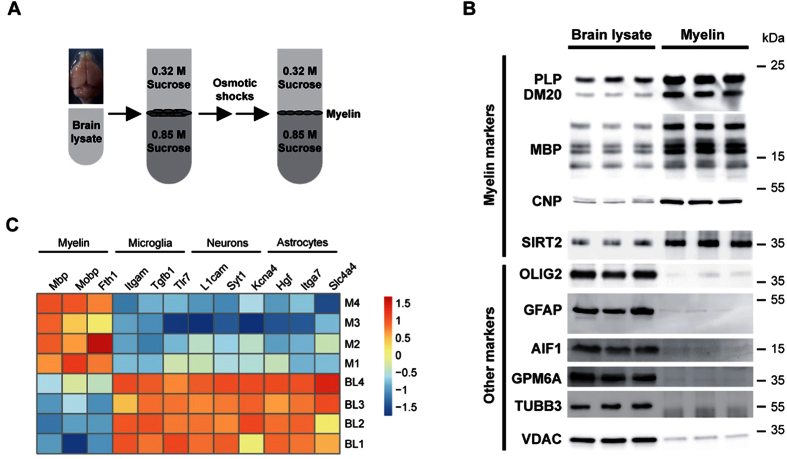
Myelin proteins and mRNAs are enriched in purified myelin compared to brain homogenate. (**A**) Scheme illustrating the biochemical purification of a light-weight membrane fraction enriched for myelin by homogenizing mouse brains in 0.32 M sucrose, sequential sucrose density gradient centrifugation, and osmotic shocks. Myelin accumulates at the interface between 0.32 M and 0.85 M sucrose. (**B**) Immunoblot analysis of myelin-enriched fractions and equal amounts of brain lysate to compare the abundance of marker proteins for compact myelin (PLP/DM20, MBP), non-compact myelin (CNP, SIRT2), the oligodendroglial nuclear/cytoplasmic compartment (OLIG2), astrocytes (GFAP), microglia (AIF1/IBA1), neuronal plasma membrane (GPM6A), axonal microtubules (TUBB3/TUJ1), and mitochondria (VDAC). Blot represents three biological replicates (male c57Bl6/N mice, age P75). Note that myelin markers were enriched in purified myelin while markers of other cellular sources were reduced. (**C**) Heatmap displaying reverse CT values from qRT-PCRs for three markers each specific for myelin, migroglia, neurons and astrocytes performed on myelin biochemically purified from the brains of 4 individual mice (M1–4) compared to the respective brain lysates (BL1–4) at six month of age.

**Figure 2:**
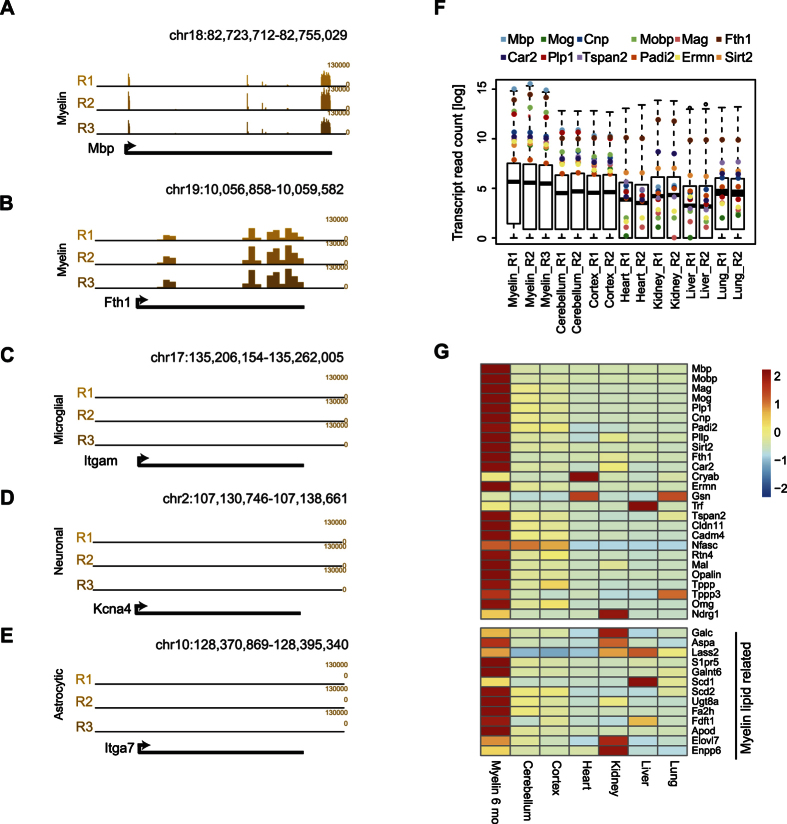
Transcripts encoding known myelin proteins are enriched in mature CNS myelin. (**A–E**) UCSC browser tracks of selected RNA-seq mRNA-reads on purified myelin. Displayed are two myelin-related genes (*Mbp, Fth1*), one microglial marker (*Itgam*), one neuronal marker (*Kcn4a*) and one astrocytic marker (*Itga7*). Note that mature myelin-related mRNAs were detected. Also see Fig S1C-K. (**F**) Box-Whisker plots showing transcript read count of all mRNAs identified in myelin purified from male c57Bl6/N mice (age 6 months) compared to total cerebellum, cortex, heart, kidney, liver, and lung. The three biological replicates display similar transcript distribution (R1-R3) and selected myelin-related mRNAs (highlighted) are enriched in myelin compared to the other samples. (**G**) Heat map showing the abundance of selected myelin-related transcripts in myelin (age 6 months), cerebellum, cortex, heart, kidney, liver, and lung. Note that mRNAs encoding enzymes related to myelin lipids are also enriched in myelin.

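The 26 myelin-related genes read from the labels of Fig. 2F were all above a normalized read count of 100 in myelin at 6 months, and 17 of them were among the 1000 most abundant genes. Their median was 6209, above 97.3% of all genes, and the lowest was Padi2 with 858. The 13 lipid-related genes of Fig. 2G were all above 100 as well, with a median of 1615, above 86.8% of all genes. They ran from Enpp6 with 186 to Scd2 with 42450, and 3 of them were among the 1000 most abundant genes. Cerebellum, cortex and the other tissues were not analysed here.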

**Figure 3:**
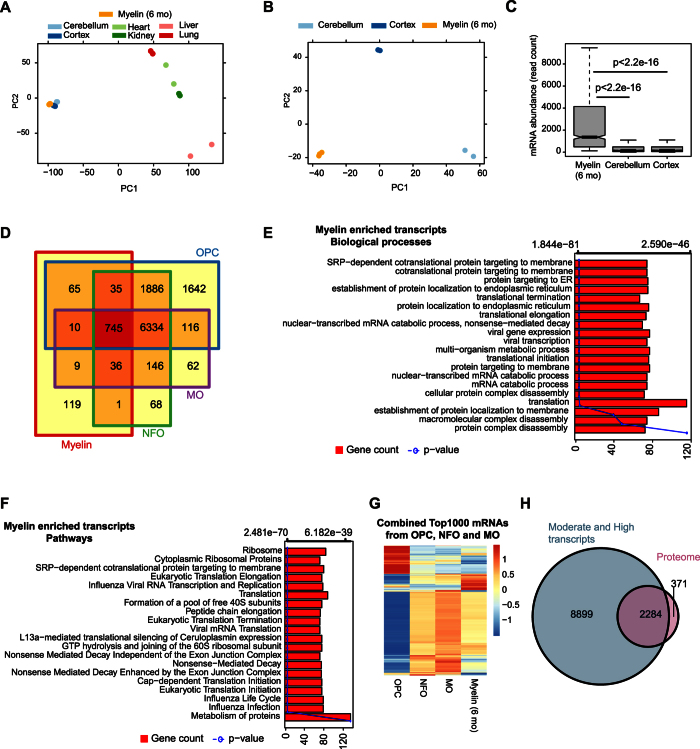
The transcriptome of mature CNS myelin. (**A**) Principal component analysis (PCA) comparing the transcriptome of myelin with that of total cerebellum, cortex, heart, kidney, liver, and lung. First two principal components (PC) are represented as distances on x- and y-axis to display variation between samples. Myelin and brain samples cluster away from those of other germ layers. (**B**) PCA comparing the myelin transcriptome with cerebellum and cortex. Note the similarity of the three biological replicates of myelin. (**C**) Box-Whisker plots displaying the relative abundance of mRNAs that are at least 2-fold enriched in myelin compared to cerebellum and cortex (n = 1020). (**D**) Comparison of mRNAs that are at least 2-fold enriched in myelin compared to cerebellum and cortex with the mRNAs expressed in oligodendrocyte progenitor cells (OPC), newly formed oligodendrocytes (NFO), and myelinating oligodendrocytes (MO) according to Zhang *et al*. 2014. Only a subset of the mRNAs expressed in the oligodendrocyte lineage is enriched in myelin. (**E**) Bar plot showing biological processes associated with myelin-enriched transcripts. Bars indicate the number of genes in a category (x-axis); the line gives the p-value for each biological process. (**F**) Bar plot showing biological pathways associated with myelin-enriched transcripts. Bars indicate the number of genes in a category (x-axis); the line gives the p-value for each pathway. (**G**) Heat map of the top 1000 most abundant mRNAs expressed in the oligodendrocyte lineage (combined OPC, NFO, and MO) to compare their abundance with that in myelin. mRNAs expressed in the oligodendrocyte lineage are not necessarily enriched in myelin, and myelin-enriched mRNAs are not necessarily among the most abundantly expressed oligodendroglial mRNAs. (**H**) Venn diagram comparing the mass spectrometrically identified proteins in purified myelin with the mRNAs detected in myelin at a high or moderate level at the same age (6 months).

**Figure 4:**
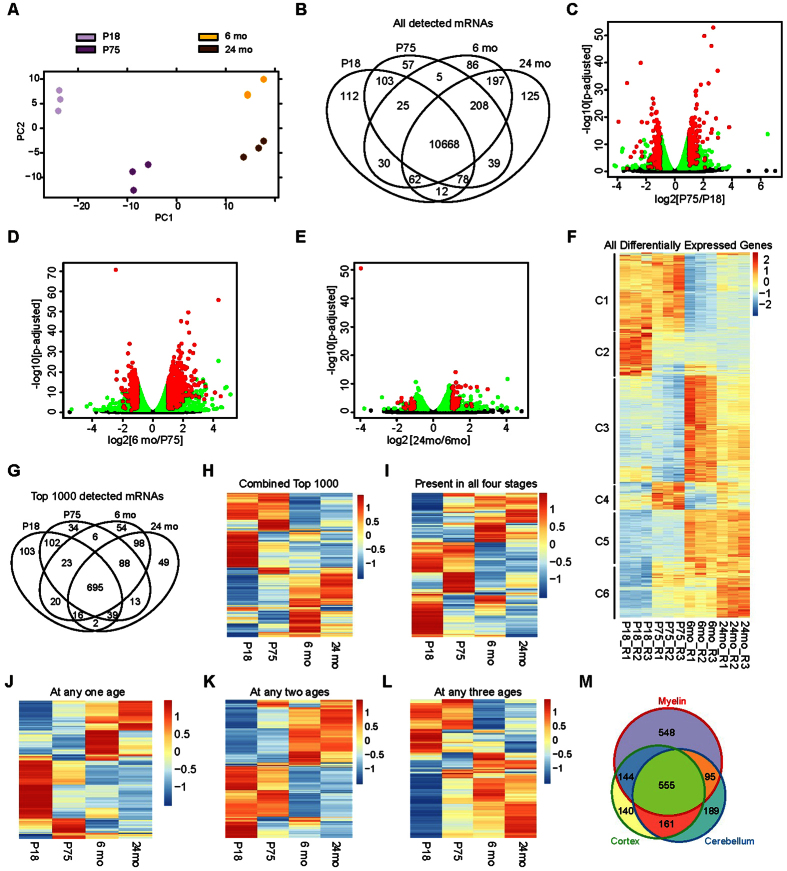
Developmental maturation of the myelin transcriptome. (**A**) PCA plot showing transcriptome dynamics of myelin at four different ages (postnatal day 18 (P18), P75, 6 months and 24 months). (**B**) Venn diagram comparing all myelin mRNAs at specified ages (normalized read count; threshold >100 reads). (**C**) Volcano plot displaying transcripts with abundance change in myelin >2-fold between P18 and P75. X-axis displays log2-fold change between P18 and P75, and y-axis shows respective adjusted p-value as -log10. Red dots: transcripts that display fold-change abundance of at least 2-fold (203 increasing; 158 decreasing), green dots: other significantly changing transcripts, black dots: transcripts without significant change in abundance. (**D**) Same as in Fig. 4C showing mRNAs of which the abundance in myelin changes over 2-fold between P75 and 6 months of age. (**E**) Same as Fig. 4C showing mRNAs of which the abundance in myelin changes over 2-fold between 6 and 24 months of age. (**F**) Heat map of all mRNAs of which the abundance in myelin changes over 2-fold in any of the analyzed subsequent ages. (**G**) Venn diagram comparing the transcripts in myelin that are among the top 1000 most abundant at any of the analyzed ages (n = 1342) revealing 695 mRNAs among the top 1000 at all ages. (**H**) Heat map showing relative abundance of the combined top 1000 most abundant transcripts in myelin at any analyzed age (n = 1342 as in Fig. 3G). (**I**) Heat map of transcripts that were among the top 1000 most abundant mRNAs in myelin at all four analyzed ages (n = 695, subset of Fig. 3H, as in Fig. 3G). (**J**) Heat map of transcripts that were among the top 1000 mRNAs in myelin at only one of the analyzed ages (n = 240, subset of Fig. 3H). (**K**) Heat map of transcripts among the top 1000 at any two ages (n = 241, subset of Fig. 3H). (**L**) Heat map of transcripts among the top 1000 at any three ages (n = 166, subset of Fig. 3H). (**M**) Venn diagram comparing combined top 1000 myelin transcripts at any age (n = 1342 as in Fig. 3G) with the top 1000 transcripts cortex and cerebellum.

**Figure 5:**
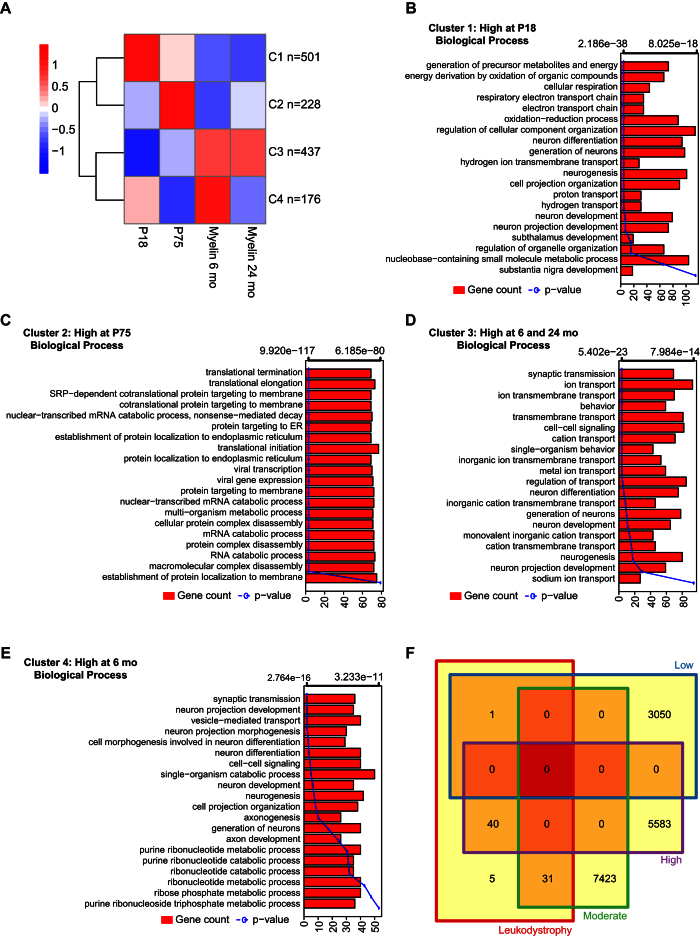
Functional genomics of the myelin transcriptome. (**A**) Heat map showing distinct k-means clusters of transcripts in myelin of which the abundance differentially changes between any analyzed age. (**B**) Bar plot showing enrichment of biological processes for mRNAs in cluster 1 obtained from k-means clustering (compare Fig. S3G) representing abundant transcripts in myelin at age P18. Bars indicate numbers of mRNAs in the respective biological process (lower x-axis) while the line represents the respective p-value (upper x-axis). (**C**) Same as in Fig. 5B but for k-means clustered transcripts abundant in myelin at age P75. (**D**) Same as in Fig. 5B but for k-means clustered transcripts abundant in myelin at 6 and 24 months of age. (**E**) Same as in Fig. 5B but for k-means clustered transcripts abundant in myelin at 6 months of age. (**F**) Comparison of the mRNAs detected in myelin with the genes causing (when mutated) heritable disorders preferentially affecting the white matter of the brain (leukodystrophies/leukoencephalopathies). Note that surprisingly many leukodystrophy-associated mRNAs were identified in myelin at least at moderate or high abundance (see also supplemental Fig. S5).

How the deposited data were processed for this re-analysis (not part of the article)

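Myelin RNA from mouse brains was sequenced at P18, P75, 6 months and 24 months, with 3 libraries per age and 12 in all. The ages and replicate numbers were taken from the labels of the libraries and the paper. The libraries with the same replicate number at different ages come from different mice, so the pairing used in the block fits rests on those numbers alone.

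The authors aligned the reads to mm9 with TopHat, counted them on genes with HTSeq-count and divided the counts by DESeq size factors. The deposited signal is the resulting normalized read count of each gene in each library, not corrected for transcript length and not on a log scale. It is listed for 21937 genes, of which 3103 are at 0 in every library and 18834 are above 0 in at least 1. Within a library every value is a whole multiple of the value of 1 read, and 100% of the values came out whole when divided by it. The recovered reads gave the depth, from 20299052 to 27214385 reads on genes per library. The steps before counting, such as the handling of reads that match several genes, are part of the deposited values and could not be varied. No cerebellum, cortex, other tissue, cell type or protein values were analysed here.

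Computations used R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Age groups were compared with limma (trend, empirical Bayes) on log2(normalized read count + 1) for the 14634 genes with a mean of at least 10, in 1 fit over all 12 libraries with age alone in the design. A gene was called changed at a false discovery rate of 0.1 (Benjamini-Hochberg), with and without a fold of 2. This design, the alternatives and the rule for the genes named in the text were written before the data were examined. The rule names the genes the paper names for myelin, the marker lists, the 10 most abundant genes at 6 months, and the 3 genes with the largest rise and fall in each consecutive comparison among those called changed, with a mean over 100 at 1 of the 2 ages and no overlap between replicates. The symbol Kcn4a in a figure legend was read as Kcna4. The results of some genes and gene sets are not reported.

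Gene sets were tested with cameraPR (inter-gene correlation 0.01) over 1158 sets in each of 3 comparisons, with sets of 5 to 500 genes. The sets were Reactome pathways and hand-written lists, which stand in for the ontology terms of the paper. For clusters and for the most abundant genes, a one-sided Fisher's exact test was used, with the genes that could have been chosen as the background. Principal components used the 500 most variable genes. K-means clustering used 4 clusters and 100 starts, and hierarchical clustering used complete linkage and 6 clusters. Gene symbols were matched to GENCODE vM1 on NCBIM37, where 96.3% were found by name. GC content and transcript length were available for 91.3% of the symbols, and 98.9% were matched to the identifiers used by Reactome.

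The methods were tested on simulated data drawn from the means and depths of the real libraries. Of 200 genes changed by a fold of 3, 100% were recovered by limma, edgeR and DESeq2 in each of 3 simulations of 14634 genes. On average 1.3, 0.7 and 0.7 unchanged genes were called. Calls here required a false discovery rate under 0.1 and a change over 2-fold. The changed genes were drawn from above a higher mean than the lowest tested. These numbers therefore do not cover calls without the 2-fold requirement, smaller changes or the lowest genes. A planted gene set was found by cameraPR and 0 of 99 random sets were. A planted GC trend made 1407 of 14153 genes appear changed over 2-fold, and 0 after the GC correction. Of genes made to follow a covariate, 77.5% were recovered, with 10 other genes called.

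The alternatives were a pseudocount of 0.5 or 10, no filter on low values, a filter for a mean over 100, a fit of only the libraries of the 2 ages compared, the replicate number as a block, a scaling to the same total, quantile normalization, edgeR and DESeq2 on the recovered reads, a false discovery rate of 0.05, other thresholds and list sizes, and each library left out in turn. edgeR called 665, 1375 and 278 genes over 2-fold in the 3 consecutive comparisons, and DESeq2 called 675, 1390 and 269. Groups of 3 libraries limit an exact test of 3 against 3 to a p of at least 0.1.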

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

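These signals are not reported in the paper. The tests of the neuronal and astrocytic markers against Mbp, of a varying share of Mbp-bearing material, and both tests of the Hox genes were chosen only after the result was seen. The variation with Mbp had itself been seen before its other tests were written.

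Snap25, which encodes a protein of the neuronal synapse, had a normalized read count of 88328 ± 1195 (SD, n = 3) in myelin at 6 months, rank 7 of all genes. It stands out because the paper does not discuss it and because it is far above the smallest value the depth can show. Of the neuronal markers, 14 of 17 were among the 1000 most abundant genes. If these transcripts lay in the same material as Mbp, they would rise and fall with Mbp between mice of the same age. The median slope of the neuronal markers on Mbp was -0.14 (log2 per log2), at the percentile 0.1 of random lists of the same abundance. That of the astrocytic markers was 0.07, at the percentile 90.4. The slope was 0.89 for Mobp, 0.87 for Fth1 and 1.04 for Plekhb1, but that of the myelin gene Mag was low too, at 0.19. A low slope is therefore not a mark of neuronal origin. The values are consistent with neuronal and astrocytic transcripts that lie in other material of the fraction than Mbp, such as axonal or synaptic fragments, but a transcript of oligodendrocytes outside of the Mbp-bearing material would give the same slope. No sample of neurons, astrocytes or brain lysate was analysed here to tell these apart.

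Between the 3 mice of an age, 295 of 14633 genes varied with Mbp at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), with age in the fit. Of these, 270 rose and 25 fell with Mbp. The values of Mbp differed most at P18, with 3686428, 5580858 and 2134344 normalized read counts. Among 100 orders of the Mbp values within ages, the real one included, only the real one gave as many genes (1 of 100), although another gave 243. With depth in the fit 99.3% of the genes were left, and with GC content and transcript length corrected 98.2% of those with values were left, so neither accounts for most of them. The pattern is not particular to Mbp. Of the 49 next most abundant genes, 36.7% had at least as many followers as Mbp, with up to 1147. The test set before for this question asked whether most abundant genes give fewer, which they do, but the share is large. A candidate explanation is a share of Mbp-bearing material that varies between preparations, since the neuronal markers did not rise with Mbp (median slope -0.14). Their fall is also what the share of Mbp in each library would give if the scaling left a trace of it. Without the P18 libraries 100 genes varied with Mbp, 93 of them among the 295. No condition in the design separates the mice of an age, so no biological explanation was tested.

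The 14 tested Hox genes, which mark caudal regions of the neuraxis, differed between replicates of an age and did so together. Their mean pairwise correlation after removal of the age means was 0.83, and the 95th percentile of random lists of the same abundance was 0.07, which puts them at the percentile 100. They stand out because the paper does not discuss them. The summed normalized read count was 1298, 769 and 157 in the 3 mice at P18, where the differences were largest, and 188, 294 and 268 at 6 months. The chi-square of their reads per degree of freedom was 10.1 where counting noise of low genes gives 1. Separate mice differ by more than counting noise in general, with 9.19 to 132 per gene between replicates over all genes, so this value does not set the Hox genes apart. Unequal amounts of brainstem or spinal cord between the dissected brains may account for this. The percentile of 100 rests on the same correlation that drew attention to these genes, so it lends that explanation no support. Genes of one family under shared control would go together as well. No separately dissected region was analysed here, and no biological explanation was tested.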

How the results depend on the processing

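The alternatives were set before the data were examined except where stated. None of the log2 changes of genes named by the rule changed direction under the alternatives run for them. Among the gene sets, alternatives were followed for the immune, microglial, ion channel, synaptic, ribosomal protein and oxidative phosphorylation lists, without leaving out libraries. None of the shifts listed for these changed direction. For the Reactome sets named in the text, the direction under the alternatives is not reported here. The balance of rising and falling genes at an adjusted p under 0.1 did turn with the scaling. With quantile normalization, 3445 genes rose and 3625 fell from P18 to P75, 4278 rose and 4639 fell from P75 to 6 months, and 2079 rose and 2183 fell from 6 to 24 months. Rescaled to the same total, 1394 rose and 1614 fell from 6 to 24 months. Of the values for results that answer a comparison, 109 stayed on the same side or within the same range and 17 moved under alternatives other than leaving out a library. The 12 leave-one-out runs added 167 that stayed and 13 that moved. For the single genes named in the text and the gene lists followed, 236 stayed the same, 2 moved and 9 were weaker.

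The counts of genes over 2-fold depend on how low genes are treated. With a pseudocount of 10, the count was 396 from P18 to P75, and 119 from 6 to 24 months (75 up, 44 down). With a filter for a mean over 100 it was 337, 723 and 49 in the 3 consecutive comparisons. With no filter on low values it was 455 from 6 to 24 months. With a mean over 100 required at 1 of the 2 ages, an alternative chosen after seeing the data, it was 358, 831 and 81. At a false discovery rate of 0.05, 2856 genes changed from 6 to 24 months. In every setting tried, the step from 6 to 24 months had fewer changed genes than the other steps. Across the 6 fits that each left out 1 library, the count at an adjusted p under 0.1 ran from 6233 to 7325 from P18 to P75, from 7708 to 8364 from P75 to 6 months and from 2478 to 3863 from 6 to 24 months. The counts over 2-fold ran from 597 to 772, from 1136 to 1567 and from 192 to 299. The cause of these differences was not tested.

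The replicate number as a block, with a correlation of same-numbered libraries of -0.014 over all pairs of ages, gave 6968, 8695 and 3996 genes at an adjusted p under 0.1. Of these, 6886, 8623 and 3916 were the same genes as without the block.

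In the principal components, the distance from P75 to 6 months was 13.64 with a pseudocount of 10 and 11.05 with a scaling to the same total. Across the 12 runs that each left out 1 library, it ran from 11.25 to 14.93, that from P18 to P75 from 8.06 to 10.84 and that from 6 to 24 months from 4.57 to 7.43. Leaving out a library also changes the spread by which the distance is divided.

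With the 500 in place of the 1000 most abundant genes, 675 genes were found at any age, 349 at all 4 ages and 55 only at P18. A shorter list sets lower limits to such numbers, so they cannot be compared directly with those for 1000. The P75 cluster of k-means ran from 170 to 363 genes with a library left out. With all genes of a mean of at least 10 as the background, 594 pairs of set and cluster were enriched.

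With the inter-gene correlation estimated from the data, 0 gene sets shifted at an adjusted p under 0.1, with 252 of 3474 at an unadjusted p under 0.05. The 9 set results that became weaker had an adjusted p from 0.626 to 0.685 (limma's cameraPR with Benjamini-Hochberg adjustment). With 3 libraries per age the correlation is estimated from few values, and the gene set results depend on this setting. With the scaling to the same total, chosen after seeing the data for single genes, Snap25 had 90840 and Tlr7 59.8 at 6 months, both more than their SD from the value as deposited. The depth of the libraries limits low genes most: BC002163 rests on 3 to 8 reads per library.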

Differences from the paper's values

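The paper gives 203 transcripts that increase at least 2-fold from P18 to P75, and 412 were found here. With a pseudocount of 10 the number was 230 and with a filter for a mean over 100 it was 201, and these are the alternatives set before the data were examined under which the values are within 1.5 times of each other. The remaining alternatives did not close the gap, with 305 under quantile normalization, 395 with edgeR, 414 with DESeq2 and 625 with a scaling to the same total.

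The paper gives 158 transcripts that decrease at least 2-fold in that comparison, and 253 were found here. Among the alternatives set before the data were examined, a pseudocount of 10 gave 166, a filter for a mean over 100 gave 136, a scaling to the same total gave 162 and leaving out P75 replicate 3 gave 216, all within 1.5 times. The remaining alternatives did not close the gap. With a mean over 100 required at 1 of the 2 ages, the numbers were 202 up and 156 down, the nearest to the paper's for both. This alternative was chosen after seeing the values.

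For the k-means cluster at 6 months the paper gives 176 genes and 193 were found here. With linear in place of log2 values, an alternative set before the data were examined, the cluster held 176 genes. The other clusters then held 497, 232 and 437 genes, where Fig. 5A shows about 500, about 230 and about 440, read by eye.

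The paper describes its hierarchical cluster of transcripts highest at P75 as comparatively small. The cluster highest at P75 here held 327 of 1998 genes and was the third largest, and with Ward linkage, chosen after seeing the values, 538. The paper associates the transcripts most abundant at P18 with energy metabolism. In the P18 cluster here, genes of oxidative phosphorylation were not enriched (27 of 60, adjusted p = 0.365, Fisher's exact test with Benjamini-Hochberg adjustment), while in the P75 cluster they were (28 of 60, adjusted p = 5.35e-06, same Fisher test). Both tests used the 1342 clustered genes as the background. With all genes of a mean of at least 10 as the background, 292 in place of 115 sets were enriched in the P18 cluster. The difference from the paper may therefore depend on the background. The number of transcripts of moderate abundance in the discussion is reached at 6 months with a threshold of 30, where 13172 genes were found, and the paper's text does not name the threshold.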

Other observations

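The tests of other splits for the counts of genes, and the tests of the ribosomal protein and oxidative phosphorylation genes against genes of the same length, were chosen only after the result was seen.

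Each comparison of consecutive ages was repeated with the 6 libraries split in other ways into 3 and 3. Of the 4 splits that part all same-numbered replicates, 1 gave as many genes at an adjusted p under 0.1 as the real ages in each of the 3 comparisons, the real one itself, and 1 gave as many over 2-fold. The other splits gave 0 genes, with 223 to 1737 genes at an unadjusted p under 0.05 from P18 to P75, 111 to 826 from P75 to 6 months and 77 to 954 from 6 to 24 months, against 7182, 8593 and 5116 for the real ages. The difference between the ages enters the spread in every other split, which makes a count of 0 there partly a matter of the design. The splits outside of these 4 part a single same-numbered pair. With 10 splits in all, the share cannot fall below 0.1, so this test by its design cannot tell the counts apart from a fortuitous split of the mice. In simulated data, limma called a mean of 0.3 genes over 2-fold between 2 ages drawn from the same means. The real ages gave 665, 1362 and 246 over 2-fold, although the simulation holds no shared differences between mice. For gene sets the separation was weaker. The p-values of the sets were adjusted here within each comparison alone. From P18 to P75, 237 sets shifted between the real ages and 252 in another split, so 2 of the 4 splits gave as many. From P75 to 6 months it was 1 of the 4, with 375 against at most 310 in these and at most 350 in all 10. From 6 to 24 months it was 2 of the 4, with 176 against 317. For the immune and microglial sets from 6 to 24 months and for ion channels from P75 to 6 months, only the real one of the 10 splits gave as small a p. The median change was 0.94 against at most 0.53 in the others for the immune, 0.77 against 0.36 for the microglial and 0.57 against 0.23 for the ion channel set. From P75 to 6 months, 2 of the 10 splits gave as small a p for synaptic and 3 for oxidative phosphorylation genes. Their medians were 0.49 against at most 0.24 and 0.73 against at most 0.44 in absolute value. For ribosomal protein genes 5 of the 10 splits gave as small a p from P18 to P75 and from P75 to 6 months, but the real split had the largest median, with 0.65 against at most 0.38 and 0.87 against at most 0.49 in absolute value. From 6 to 24 months the separation was weaker, with 6 of the 10 splits and a median of 0.41 against at most 0.39 for ribosomal protein genes, and 6 of the 10 and 0.31 against at most 0.23 for oxidative phosphorylation genes. The other splits keep part of the difference between the ages, so a small p there does not show a variation between mice of one age.

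The changes between ages follow transcript length in part. The rank correlation of the log2 change with length was 0.07 from P18 to P75, 0.32 from P75 to 6 months and -0.32 from 6 to 24 months across 14153 genes. After each library was corrected for a smooth function of GC content and length, 87.7%, 66.4% and 71.7% of the genes over 2-fold that have GC and length values were still called, so GC content and length do not account for most of these. Such values exist for 95.2%, 91.9% and 86.2% of the genes over 2-fold, and the others could not be tested. A length trend of this kind may come from the integrity of the RNA or from the library preparation, but it may also arise if short and long transcripts change with age. The 3 libraries of an age were not shown to be separate in processing, so a batch cannot be told apart from the age.

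Ribosomal protein and oxidative phosphorylation genes have short transcripts, with a median length of 864.5 and 955 bases against 3065 for all genes. From P75 to 6 months, ribosomal protein genes with length values changed by a median of -0.86, and lists of the nearest genes in length, GC content and abundance by -0.52 (95% of lists from -0.64 to -0.39). In the test of GC content and transcript length, the set lies at the percentile 0 of 10000 such lists. Oxidative phosphorylation genes changed by -0.73 and matched lists by -0.47 (from -0.60 to -0.35), also at the percentile 0. The matched lists were still longer, with a median of 1060 against 864.5 bases and 1051 against 955 bases, so a part of the remaining difference may be length as well. After the correction for GC content and length the medians were -0.29 and -0.19. A large part of the fall is thus shared with other short transcripts, and whether these sets fall further than their length accounts for was not settled by these lists. The rise of these sets from 6 to 24 months went from 0.41 to 0.13 for ribosomal protein and from 0.31 to 0.06 for oxidative phosphorylation genes with the correction. Matched lists rose by 0.21 (from 0.14 to 0.26) and 0.22 (from 0.16 to 0.26) in that step, and both sets lay at the percentile 100, so the rise too is shared in large part with other short transcripts. The immune set at 24 months moved less, from 0.94 to 0.81. Its change from P75 to 6 months went from 0.40 to 0.60 with the correction, so the 2 steps then differed less. Ion channel and synaptic genes have long transcripts, with a median of 3933.5 and 4297.5 bases. Their rise from P75 to 6 months went from 0.57 to 0.44 and from 0.49 to 0.37 with the correction. A part of that rise is thus shared with other long transcripts, and no matched lists were drawn for these sets.

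Many changes up to 6 months were partly undone at 24 months. Of the 1362 genes that changed over 2-fold from P75 to 6 months, 696 changed back from 6 to 24 months at an adjusted p under 0.1 and 18 changed further. With the deposited scaling, 60.9% of the 586 genes that had fallen and 43.7% of the 776 that had risen changed back. This difference was not checked under other scalings, which move the balance of rising and falling genes from 6 to 24 months. Noise of the 6-month libraries that enters both comparisons could give such a return. With genes chosen on some libraries and measured on others, the median share of the change left at 24 months was 0.72 over 9 divisions (0.61 to 0.79), against 0.70 with the same libraries throughout, so this noise does not account for the return. After correction for GC content and length the share was 0.77, but it ran from 0.67 to 0.87 over the divisions, across the limit of 0.8 set for this test. The return is thus smaller once length is taken into account. A property of the 6-month libraries as a group, such as a shared preparation, would give the same pattern, and no label separates it from age. That part of the profile at 6 months is transient is therefore a hypothesis only.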
